# Analysis of lncRNA, miRNA and mRNA-associated ceRNA networks and identification of potential drug targets for drug-resistant non-small cell lung cancer

**DOI:** 10.7150/jca.40729

**Published:** 2020-03-05

**Authors:** Xiangzhen Kong, Shousen Hu, Yongliang Yuan, Yue Du, Zijia Zhu, Zhizhen Song, Shanshan Lu, Chang Zhao, Dan Yan

**Keywords:** non-small cell lung cancer, competing endogenous RNA network, drug resistance, RNA sequencing

## Abstract

**Background**: Drug resistance to chemotherapeutic drugs or targeted medicines is an obstacle encountered in the treatment of non-small-cell lung cancer (NSCLC). However, the mechanisms of competing endogenous RNA (ceRNA) on the drug resistance in NSCLC are rarely reported. In this paper, the comprehensive expression profiles of lncRNAs and mRNAs in drug-resistant NSCLC cells were obtained by RNA sequencing.

**Methods**: The dysregulated lncRNAs, miRNAs and mRNAs in drug-resistant NSCLC cell lines were identified by RNA-sequencing and bioinformatics methods.

**Results**: A total of 39 dysregulated lncRNAs and 650 dysregulated mRNAs were identified between drug-resistant NSCLC cell lines and their parental cell lines. Additionally, 33 lncRNA-miRNA-mRNA pathways in the ceRNA network in drug-resistant NSCLC were constructed through bioinformatics methods and ceRNA regulatory rules. These comprised 12 dysregulated lncRNAs, five dysregulated miRNAs, and eight dysregulated mRNAs. In addition, lncRNA ATP2B1/miR-222-5p/TAB2 and lncRNA HUWE1/miR-222-5p/TAB2 were identified as potential ceRNA networks involved in drug resistance to NSCLC.

**Conclusions**: The current study provides a promising therapeutic strategy against the lncRNA-miRNA-mRNA ceRNA regulatory network for NSCLC treatment and deepens our comprehension of the ceRNA regulatory mechanisms related to drug resistance to NSCLC.

## Introduction

Non-small-cell lung cancer (NSCLC) accounts for approximately 85% of lung cancer, which is one of the most common malignant cancers in the world, and is characterized by high morbidity and mortality 1. Current effective therapies for NSCLC patients include surgical resection, chemotherapy, targeted therapy and immunotherapies 2,3. However, despite improvements in NSCLC therapy over the last few decades, the long-term survival rate of patients with NSCLC is still 20%-35% 4. To a certain extent, the treatment of NSCLC may fail due to resistance to chemotherapeutic drugs or targeted medicines.

Various studies have proposed that somatic activating mutations, dysregulation of drug transport, and disorders of cell apoptosis pathways or cell cycle regulation are common mechanisms of drug resistance 5,6. However, there are almost no available methods for effectively overcoming drug resistance at present. Thus, there is an imperative need to clarify novel mechanisms of drug resistance in NSCLC. Therefore, it is necessary to explore the molecular differences between drug-resistant NSCLC cell lines and their parental cell lines to identify new potential targets for the treatment of drug resistance in NSCLC, as well as to improve the effectiveness of treatments for this disease.

The competing endogenous RNA (ceRNA) mechanism stated that the transcripts of non-coding RNAs like long non-coding RNAs (lncRNAs), can act as natural microRNAs (miRNAs) sponges through competitively binding to miRNA response elements (MREs) on target mRNAs to inhibit their functions 7. In recent years, this ceRNA regulatory network has received considerable attentions, and many have studied the molecular mechanisms related to the occurrence and progression of tumors 8,9. However, there are limited researches focused on the mechanisms of ceRNAs in NSCLC drug resistance.

To explore the potential mechanisms of ceRNAs in NSCLC drug resistance, we detected the expression levels of lncRNAs, miRNAs and mRNAs in the drug-resistant NSCLC cell lines (A549/DDP and HCC827/GR) and their parent cell lines (A549 and HCC827) by RNA sequencing. We then carried out a comprehensive analysis of the dysregulated lncRNAs, miRNAs, and mRNAs using bioinformatics methods. Finally, based on the bioinformatics results and the ceRNA regulatory rules, a lncRNA-miRNA-mRNA network was constructed among the dysregulated lncRNAs, miRNAs, and mRNAs. This paper might provide new insights into the mechanisms of drug resistance and might have certain clinical significance for further research in this area.

## Materials and Methods

### Cell lines and culture conditions

A549 cells were obtained from Shanghai Meixuan Biological science and technology LTD, and HCC827 cells were kindly provided by Stem Cell Bank, Chinese Academy of Sciences. A549 and HCC827 cells were grown in RPMI-1640 (Hyclone, MA, USA) supplemented with 10% fetal bovine serum (Gibco, NY, USA) and penicillin/streptomycin. The cisplatin-resistant A549/DDP cells and the gefitinib-resistant HCC827/GR cells were generated by gradient dose treatment for almost six months. Drugs were added to maintain resistance and were withdrawn one week before the experiment.

### RNA isolation and purification

Total RNA from the cell lines was extracted by Trizol reagent (Invitrogen, CA, USA) according to the instruction. The quantity and purity of total RNA were measured by Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA) with a RIN number ≥8.

### LncRNA and mRNA sequencing

First, ribosomal RNA was depleted from approximately 10 μg of total RNA by the Epicentre Ribo-Zero Gold Kit (Illumina, CA, USA). And then, the rRNA-depleted RNA was broken into small pieces using divalent cations under an elevated temperature and then reverse-transcribed to create the final cDNA library by the mRNA-Seq sample preparation kit (Illumina, CA, USA). Then, paired-end sequencing (300 ± 50 bp) was performed on Illumina X10 (LC Sciences, USA) according to the vendor's recommended protocol.

### Transcript assembly

Adaptor contamination, low-quality bases, and undetermined bases were removed using Cutadapt, and the quality of sequencing was verified by FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The reads of each sample were mapped to the human genome by Bowtie 2 10 and topaht2 11 and were constituted by StringTie 12. All transcriptomes of samples were combined to regenerate an integrated transcriptome using Perl scripts. After the ultimate transcriptome was generated, the expression level of all transcripts was estimated by StringTie 12 and Ballgown 13.

### LncRNA identification

The transcripts overlapping with known mRNAs and transcripts < 200 bp, as well as transcripts with a Coding Potential Calculator (CPC) score 14 < -1 and a Coding-Non-Coding Index (CNCI) score 15 < 0, were removed. Those that were remaining were taken as lncRNAs. The raw and processed data were transmitted to GEO with the GEO accession number GSE132418.

### Differential expression analysis of lncRNAs and mRNAs

The expression values of lncRNAs and mRNAs were calculated as FPKM (fragments per kilobase per million) by StringTie 12. The differentially expressed lncRNAs and mRNAs were selected with fold change ≥2 or ≤0.5 and *P* ≤0.05 using R package-Ballgown 13.

### Quantitative real-time PCR

Quantitative real-time PCR (qRT-PCR) was performed on Applied Biosystems QuantStudio 5 (Thermo Fisher Scientific, USA). Total RNA was extracted from A549, A549/DDP by Trizol (Roche, CA, USA) and reversely transcribed into cDNA by First Strand cDNA Synthesis Kit (Roche, CA, USA). The 2^-ΔΔCT^ methods were employed to analysis the relative expression levels of lncRNAs. The primer sequences were listed in Table 1.

### Functional enrichment analysis of differentially expressed lncRNAs

To clarify the potential functional roles of the dysregulated lncRNAs, the *cis*-target genes of the dysregulated lncRNAs 100 kbp upstream and downstream of the chromosome were picked using a Python script. The neighboring genes were then performed for gene ontology (GO) analysis and Kyoto encyclopedia of genes and genomes (KEGG) enrichment analysis. Significance is expressed as a *P*-value < 0.05.

### Construction of a lncRNA-miRNA-mRNA-related ceRNA regulatory network

First, starBase v3.0 16 and miRcode 17 were employed to analyze the relationships between the dysregulated lncRNAs and miRNAs. starBase v3.0 is a database for studying miRNA-ncRNA, miRNA-mRNA and RNA-RNA interactions from CLIP-seq data 16. miRcode provides miRNA target predictions including lncRNAs, based on the comprehensive GENCODE gene annotation 17. Therefore, we employed miRcode to decipher the interactions between lncRNAs and miRNAs and between miRNAs and mRNAs. Second, miRanda 18, miRcode 17, and TargetScan 19 were employed to decode the relationships between the dysregulated miRNAs and mRNAs. miRanda is a database that can predict miRNA targets and miRNA expression 18. TargetScan is a database that can predict miRNA targets in mammals by matching the conserved 8mer, 7mer, and 6mer sites with the seed region of miRNA 19. Finally, the ceRNA regulatory network was constructed according to the ceRNA regulatory mechanism and the changing trends of lncRNAs, miRNAs and mRNAs, and the network was visualized by Cytoscape 3.6.1.

### TCGA data analysis

The data from the lung adenocarcinoma patients were downloaded from the database of The Cancer Genome Atlas (TCGA, https://cancergenome.nih.gov/). The optimal cut-off point for the expression of all RNAs in the ceRNA regulatory network was divided into high-risk and low-risk groups using the “cutp” function from R package-survMisc. Survival analysis of all RNAs in the ceRNA network was calculated by Kaplan-Meier analysis, which was performed using R package-survival.* P* < 0.05 was considered statistically significant.

### RNA interference experiments

A549/DDP cells were seeded in plates and transfected with 40 nM siRNAs using jetPRIME^®^ (Polyplus-transfection SA, France). SiRNAs were purchased from Shanghai GenePharma Co., Ltd (Shanghai, China). The sense sequence of siTAB2 is 5'-GCUGGGUAUCUCAGUUUAATT-3' and the antisense sequence of siTAB2 is 5'-UUAAACUGAGAUACCCAGCTT-3'. The sense sequence of negative control (siNC) is 5'-UUCUCCGAACGUGUCACGUTT-3'and the antisense sequence of siNC is 5'-ACGUGACACGUUCGGAGAATT-3'. Cells were transfected for at least 24 h before the subsequent experiments.

### Western blot analysis

A549/DDP cells were seeded in 6-well plates at a density of 300,000 cells/well and then transfected with 40 nM siNC or siTAB2 after 24h of cultivation. After 48h of transfection, the cells were lysed using RIPA lysis buffer with protease inhibitor. Total protein (20 μg) was separated on 10% SDS-PAGE, transferred to PVDF membranes (Millipore) and immunoblotted with a rabbit polyclonal antibody against TAB2 (catalog number: 14410-1-AP, Proteintech, USA) or GAPDH (catalog number: 10494-1-AP, Proteintech, USA). Bands were detected by ChemiDoc^TM^ Imaging System (Bio-Rad, USA).

### Growth inhibition assay

Growth inhibition assay was assessed by measuring thiazolyl blue (MTT). A549/DDP cells were seeded in 96-well plates at a density of 4,000 cells/well and then transfected with 40 nM siNC or siTAB2 after 24h of cultivation. Different concentrations of DDP were added to the cells after 24h of transfection, and each group was set in triplicate. After 48h of treatment with DDP, 15μL 5mg/ mL MTT (sigma, USA) was added into the wells and cultured at 37 °C for 4 h. The medium was removed and 100μL DMSO was added into the wells. The plate was shocked and the absorbance was measured at 570 nm using PerkinElmer Multimode Plate Reader EnVision^®^ (PerkinElmer, USA).

## Results

### Differentially expressed lncRNAs in drug-resistant NSCLC cell lines

RNA sequencing was carried out in the drug-resistant NSCLC cell lines (A549/DDP and HCC827/GR) and their parent cell lines (A549 and HCC827) on an Illumina X10. 

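Total RNA depleted of ribosomal RNA was sequenced from A549 and HCC827, human lung adenocarcinoma cell lines, and from A549/DDP and HCC827/GR, their derivatives resistant to cisplatin (DDP) and to gefitinib, an inhibitor of the EGFR kinase. The sample labels call the resistant HCC827 line cisplatin-resistant, whereas the paper calls it gefitinib-resistant, and the paper's drug is used here. Each condition had 1 library, so the spread between replicates is unknown, no p-value is given, and every difference reported is between single libraries. The authors assembled the aligned reads of each library with StringTie, merged the assemblies, and reported the StringTie FPKM and mean coverage of each lncRNA transcript. Coverage divided by FPKM was constant within a library and gave 4.34 gigabases aligned in A549, 4.62 in A549/DDP, 5.24 in HCC827 and 4.45 in HCC827/GR. LncRNA transcripts took 3.24%, 3.30%, 5.87% and 8.02% of these bases in the same order, or 466445, 505542, 1018755 and 1179887 read pairs, with 302 bases counted as 1 read pair.

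The table held 54708 lncRNA transcripts, of which 11334 matched the annotation and 43374 did not. Of the unannotated transcripts, 98.3% had a single exon. HCC827/GR stood apart from the other libraries. In HCC827/GR, 7807 transcripts were above 0 FPKM, against 29256 in HCC827, 23807 in A549 and 25487 in A549/DDP. The single-exon unannotated transcripts above 0 had a median of 128 read pairs in HCC827/GR, 18 in HCC827, 7.01 in A549/DDP and 5.97 in A549. The values used here are the deposited FPKM of lncRNA transcripts, and the mRNA values were not analysed here. A transcript was called higher or lower when (FPKM + 0.1) of the resistant line was at least 2 or at most 0.5 times that of its parent, among transcripts at 0.1 FPKM or more in at least 1 of the 2 libraries. The P value that the paper also required was not repeated. Libraries with no change were simulated with counting error only. Of the transcripts with under 20 read pairs in the parent, 24.4% in the A549 pair and 12.9% in the HCC827 pair passed this fold threshold. Of those with 20 read pairs or more, 0.476% and 1.16% passed. Transcripts at 0 in the parent could not be called in this simulation. Its read pairs were drawn independently, so the shares would be too low for libraries of copied fragments. The median annotated lncRNA at 1 FPKM or more in both libraries was 1.38 times higher in HCC827/GR than in HCC827 (log2 0.46) and 0.998 times in A549/DDP. Folds are given without correction for this shift.

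**Figure D1:**
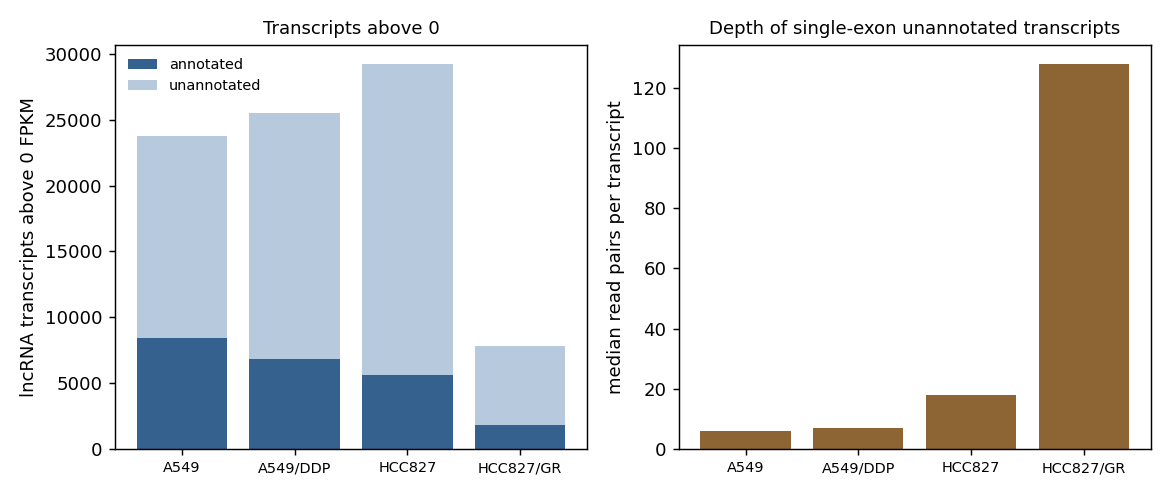
Left, number of lncRNA transcripts above 0 FPKM in each of the 4 libraries, with annotated transcripts in dark blue and unannotated ones in light blue, and right, median number of read pairs on the single-exon unannotated transcripts above 0. HCC827/GR has the lowest bar on the left (7807, of which 1851 annotated) and the highest on the right (128).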

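Chromosomes 1 and 2 held the most lncRNA transcripts of the table, 4854 (8.87%) and 4384. The summed FPKM of some chromosomes rested on a single abundant RNA. On chromosome 11, 1 transcript of MALAT1, a nuclear lncRNA, held 56.2% of the summed lncRNA FPKM of 3340 in A549 and 6.56% of 2039 in A549/DDP. In HCC827 it held 29.2% of 7206, and in HCC827/GR another MALAT1 transcript was the most abundant of the chromosome, with 5.04% of 8523. On chromosome 14, RPPH1, the RNA subunit of ribonuclease P, held 51.9% of the sum in A549/DDP, 21.4% in HCC827 and 23.3% in HCC827/GR. Its FPKM was 1891 in A549, 1549 in A549/DDP, 754 in HCC827 and 1345 in HCC827/GR. In A549, an unannotated transcript over a signal recognition particle RNA (Metazoa_SRP) held 35.6% of a chromosome 14 sum of 7264, and the sums of the other libraries were 2986, 3518 and 5775. On chromosome 9, RMRP, the RNA subunit of ribonuclease MRP, held 23.0% of the sum in HCC827/GR and was listed at 0 in the other 3 libraries. On chromosome 12, RP5-940J5.9 held 37.5% of the sum in A549, 29.0% in A549/DDP and 7.20% in HCC827/GR, while RP11-386G11.10 was the most abundant transcript in HCC827 with 3.73%.

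The authors' class code calls 29584 transcripts (54.1%) intronic, 11334 annotated, 10228 intergenic and 3356 antisense to an exon. The code does not always give the position, since an unannotated transcript over the whole RPLP0 gene is called intronic. Transcripts called intronic summed to 13278 FPKM in A549, 19720 in A549/DDP, 62468 in HCC827 and 116411 in HCC827/GR. Annotated lncRNAs summed to 15751, 14064, 16350 and 18891 FPKM in the same order. Only 1711 transcripts were above 0 in all 4 libraries. The genome build of the coordinates is not given in the sources used here. Of the 11334 annotated transcripts, 2926 carried a symbol found in RefSeq on GRCh38.p14. Of these transcripts, 97.1% overlapped the RefSeq gene of that name, and the rest of the 11334 could not be checked in this way.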

The global lncRNA abundances on different chromosomes were visualized based on sample expression and class code expression by mapping all lncRNA transcripts to a human reference genome (Fig. 1A and 1B). To identify the dysregulated lncRNAs in those cells, the up- or down-regulated lncRNAs between A549 and A549/DDP cells were taken as one group ,while the up- or down-regulated lncRNAs between HCC827 and HCC827/GR cells were taken as the other group. Then, the same change trends of lncRNAs between these two groups with a fold change ≥ 2.0 or ≤ 0.5 and *P ≤* 0.05 were chosen as lncRNAs candidates. Venn analysis displayed that there were 39 dysregulated lncRNAs, including 19 up-regulated lncRNAs and 20 down-regulated lncRNAs (Fig. 2A and 2B). 

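Among annotated lncRNA genes (the sum of their annotated transcripts), several that the paper does not list moved the same way in both resistant lines. RP11-422P24.10 was listed at 0 FPKM in A549 and at 3.17 in A549/DDP, and at 0 in HCC827 and 26.6 in HCC827/GR. RP11-379F4.7 was listed at 0 in A549 and at 2.98 FPKM in A549/DDP, and rose from 1.27 to 7.50 FPKM in HCC827/GR. PAPPA-AS1, antisense to the gene of a metalloproteinase, fell from 6.21 to 0 FPKM in A549/DDP and from 2.38 to 0 in HCC827/GR. RP11-38M8.1 fell from 9.94 to 0.995 FPKM and from 2.19 to 0. Of 1342 such genes at 1 FPKM or more in at least 1 library of each pair, 42 were higher and 92 lower by 2-fold in both lines, where independent lists would share 31.2 and 84.2.

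Over single transcripts, 15909 were higher and 12963 lower in A549/DDP, of 34809 that passed the filter. In HCC827/GR, 6042 were higher and 25755 lower, of 32851. Most of these changes were against a library at 0 FPKM: 80.1% of the transcripts called higher in A549/DDP were at 0 in A549, and 97.7% of those called lower in HCC827/GR were at 0 there. Both lists shared 968 higher transcripts, where independent lists over the 14754 transcripts tested in both pairs would share 1006, and 4033 lower transcripts, where they would share 3954. Among annotated transcripts alone, chosen as a limit after seeing the data, 162 were higher and 938 lower in both, where independent lists would share 149 and 882.

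The transcripts labelled in Fig. 2C and 2D, 19 higher and 20 lower, were all found by their identifiers. All 19 higher transcripts passed the fold threshold in both pairs, as did 19 of the 20 lower ones. Of the higher ones, PXN-AS1 (ENST00000539446) did not pass in HCC827/GR when rescaled to TPM (log2 0.61) or to the median ratio of annotated lncRNAs (0.91, chosen after seeing the data). The exception among the lower ones was the HUWE1 transcript (MSTRG.103109.1), whose plain fold of 0.499 in A549/DDP did not pass with the added 0.1 FPKM and passed in TPM (log2 -1.10). The study selected these transcripts on these libraries, so their direction is not independent evidence. With a pseudocount of 1 FPKM, 420 transcripts were higher and 1039 lower in both lines. Over transcripts above 0 in both libraries of each pair, a limit chosen after seeing the data, these counts were 132 and 51.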

The heat map analysis shows the expression of the dysregulated lncRNAs visually (Fig. 2C and 2D).

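RP11-138I1.4 was among the largest of the shared rises. Its FPKM was 2.85 in A549 and 173 in A549/DDP, and 1.65 in HCC827 and 210 in HCC827/GR. THRIL, a lncRNA that regulates TNF expression, rose from 7.71 to 17.6 FPKM in A549/DDP, and was listed at 0 in HCC827 and at 13.9 FPKM in HCC827/GR. The listed transcript of RP11-386G11.10 was at 0 in both parents and at 377 FPKM in A549/DDP and 145 in HCC827/GR, while all annotated transcripts of this gene together went from 163 to 647 and from 200 to 576 FPKM. CTD-2031P19.5 fell from 48.2 to 0 FPKM in A549/DDP and from 20.8 to 7.99 in HCC827/GR. RP11-299G20.2 fell from 13.6 to 3.86 and from 16.4 to 6.37 FPKM.

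Of the 19 higher transcripts, 11 were annotated lncRNAs and 8 were unannotated. In 14 of them the FPKM was 0 in A549, in 14 it was 0 in HCC827, and in 12 it was 0 in both parents. Among these 12 were RP11-671J11.5, at 18.3 FPKM in A549/DDP and 11.8 in HCC827/GR, and unannotated transcripts named after SNRPD3, the gene of a spliceosomal core protein (16.2 and 8.49), and TTC1 (4.46 and 18.7). The TTC1 transcript had 7 exons and spanned 100.0% of the protein-coding gene TTC1, and reads of the TTC1 mRNA were not separated from it here.

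Of the 20 lower transcripts, 9 were annotated lncRNAs. In 6 of them the FPKM was 0 in A549/DDP, in 16 it was 0 in HCC827/GR, and in 5 it was 0 in both resistant lines. The listed transcript of CYP1B1-AS1, antisense to the gene of a cytochrome P450, fell from 4.65 to 0 and from 3.15 to 0 FPKM. Over all 28 transcripts named CYP1B1-AS1 the bases per megabase aligned went the other way in A549/DDP, from 5.92 to 18.3, and from 73.4 to 40.9 in HCC827/GR. A transcript over the pseudogene HNRNPA1P12 fell from 27.7 to 0 and from 21.1 to 0 FPKM. The listed transcript of RP11-173P15.3 fell from 32.9 FPKM in A549 to 0.459 times that level in A549/DDP and from 11.3 FPKM to 0 in HCC827/GR, and over its 2 annotated transcripts the sums were 114, 86.5, 49.8 and 66.0 FPKM in A549, A549/DDP, HCC827 and HCC827/GR. Of the 19 higher and 20 lower transcripts, 3 each were above 0 in all 4 libraries.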

### Validation of lncRNA expression by qRT-PCR

Four lncRNAs were randomly selected to verify the data of high-throughput RNA sequencing by qRT-PCR. The results showed that the change trends of three of those four lncRNAs were in accordance with the sequence data, suggesting that the sequence data were highly reliable (Fig. 3).

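The listed transcript of PXN-AS1 (ENST00000539446, 4 exons), antisense to the gene of the focal adhesion protein paxillin, was 3.83-fold higher in A549/DDP, with 4.90 FPKM on 58.2 read pairs in A549 and 18.7 FPKM on 237 read pairs in A549/DDP. Its 6 annotated transcripts together had 13.4 and 28.8 FPKM. HCG25 (ENST00000442228), a lncRNA of the major histocompatibility complex region, was listed at 0 in A549 and at 4.86 FPKM on 34.9 read pairs in A549/DDP, and the 4 annotated transcripts of HCG25 together had 0.243 and 5.57 FPKM. A single-exon unannotated transcript within RALGAPB, a gene of a Ral GTPase-activating protein subunit (MSTRG.58500.1, chromosome 20 from 38521713 to 38521955), was listed at 0 in A549 and at 3.86 FPKM in A549/DDP. That level rested on 14.4 read pairs. The NT5C3A transcript (MSTRG.87747.1, 3 exons, chromosome 7 from 33013824 to 33018262) overlapped the gene of a cytosolic nucleotidase and fell from 5.93 FPKM on 105 read pairs in A549 to 0.718 FPKM on 13.6 read pairs in A549/DDP, a fold of 0.121. The sequence data thus had 3 of these 4 lncRNAs higher and 1 lower in A549/DDP. Over all 11 transcripts named NT5C3A in the table, the bases per megabase aligned were 13.5 in A549 and 5.52 in A549/DDP. From the qRT-PCR directions in Fig. 3, which matched the sequence data for 3 of the 4, the paper proposes that the sequence data were highly reliable.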

### Functional enrichment analysis of *cis*-target genes of differentially expressed lncRNAs

GO and KEGG pathway analysis were conducted to understand the biological significance and mechanisms of the dysregulated lncRNAs. The *cis*-target genes of the dysregulated lncRNAs upstream and downstream of the chromosome in the range of 100 kbp were selected for GO and KEGG pathway analyses. The main associated GO items of both the up- and down-regulated lncRNAs indicated translational termination, translational elongation, ribosome, and cytosol (Fig. 4A and 4B), suggesting that the dysregulated lncRNAs may be related to the transcriptional regulation of gene expression. 

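Of 78 genes of cytosolic ribosomal proteins, RPLP0 and RPS18 lay within 100 kbp of a listed lncRNA. RPLP0, a protein of the large ribosomal subunit, neighboured PXN-AS1, one of the higher lncRNAs, on chromosome 12 from 120201356 to 120211512. RPS18, a protein of the small ribosomal subunit, neighboured HCG25, another of the higher lncRNAs, on chromosome 6 from 33250279 to 33251635. Among the lower lncRNAs, the only ribosomal protein gene within this distance was again RPLP0, and the lncRNA there was an unannotated transcript of 6 exons (MSTRG.23886.1, chromosome 12 from 120196660 to 120201134) that spans 100% of the RPLP0 gene. Its FPKM was 43.2 in A549 and 11.9 in A549/DDP, and 63.5 in HCC827 and 0.0153 in HCC827/GR.

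All 39 lncRNAs had 158 protein-coding genes of RefSeq (GRCh38.p14) within 100 kbp, and sets of 39 transcripts drawn at random from the table had a median of 107 (95% of sets between 77 and 144). Only 0.4% of 1000 random sets had as many. The random sets were not matched on annotation or on the span of the transcripts. A gene that a transcript overlaps counts as its neighbour, and 12 of the listed transcripts overlap the protein-coding gene of their name. The percentages of random sets given here therefore cannot separate position near genes from these traits. The higher lncRNAs had 90 protein-coding neighbours, where 0.8% of random sets had as many, and the lower lncRNAs 73, where 10.6% did. For the ribosomal proteins, 6.99% of 10000 random sets of 39 had 2 or more such neighbours. Taken apart, the higher lncRNAs had 2 (1.72% of random sets had as many) and the lower lncRNAs 1 (21.0%). A window of 500 kbp added RPL39, FAU and RPL27, and 2.17% of random sets then had as many as these 5. The mRNA levels of the neighbours were not analysed here. From the ribosome and translation terms of its enrichment analysis, the paper proposes that the dysregulated lncRNAs may be related to the regulation of gene expression at the level of transcription.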

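None of 38 genes of proteasome subunits and activators lay within 100 kbp of the 39 listed lncRNAs. The same held for 54 genes of extracellular matrix (ECM) ligands and their receptors, such as collagens, laminins and integrins. Random sets of 39 transcripts had a median of 0 neighbours for either group within 100 kbp. Within 500 kbp, the proteasome genes PSMB8 and PSMB9, which encode subunits of the immunoproteasome, neighboured HCG25, a higher lncRNA. PSME3, which encodes a proteasome activator, neighboured the unannotated transcript named U2 (MSTRG.40937.1), a lower lncRNA on chromosome 17 from 43240849 to 43252046. As many as these 3 proteasome neighbours were found in 5.16% of random sets. No ECM ligand or receptor gene lay within 500 kbp either. The FBN2 transcript, a lower lncRNA on chromosome 5 from 128257894 to 128538223, overlaps the gene of fibrillin 2, an ECM protein that is not in the fixed list. Both gene lists were written from general knowledge and are not the KEGG sets behind Fig. 4C and 4D.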

All three KEGG pathway analyses of both the up- and down-regulated lncRNAs were ribosome, proteasome, and ECM-receptor interaction (Fig. 4C and 4D).

### Differentially expressed mRNAs in drug-resistant NSCLC cell lines

To investigate the expression levels of mRNAs in drug-resistant NSCLC cell lines, the mRNA expression levels in the drug-resistant NSCLC cell lines (A549/DDP and HCC827/GR) and their parent cell lines (A549 and HCC827) with a fold change ≥ 2.0 or ≤ 0.5 and *P ≤* 0.05 were analyzed. Venn analysis displayed that there were 195 up-regulated mRNAs and 455 down-regulated mRNAs (Fig. 5A and 5B). The heat map analysis shows the expression of the first 20 up-regulated mRNAs and the first 20 down-regulated mRNAs visually (Fig. 5C and 5D).

### Construction of a ceRNA network in drug-resistant NSCLC cell lines based on bioinformatics prediction

To further understand the roles of the dysregulated lncRNAs, miRNAs, and mRNAs in drug-resistant NSCLC cell lines and to clarify the relationships among them, a lncRNA-miRNA-mRNA-related ceRNA regulatory network was done in drug-resistant NSCLC cell lines. The dysregulated miRNA expression levels in the drug-resistant NSCLC cell lines (A549/DDP and HCC827/GR) and their parent cell lines (A549 and HCC827) are described in our previous study 20.

First, starBase v3.0 and miRcode were employed to analyze the relationships between the dysregulated lncRNAs and miRNAs. Second, miRanda, miRcode, and TargetScan were employed to decode the relationships between the dysregulated miRNAs and mRNAs. 

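The 12 lncRNAs named in Table S1 and Fig. 6 correspond to 14 listed transcripts, since MALAT1 has 3. Transcripts of 2 of them, TCF7L2 and RALGAPB, were higher in both resistant lines, and those of the other 10 (ANXA8L1, ATP2B1, FBN2, HIST1H4H, HUWE1, JMJD1C, MALAT1, RPLP0, SNHG3 and U2) were lower in both. The TCF7L2 transcript (MSTRG.13578.1), a single exon within the gene of a Wnt pathway transcription factor, had 0 FPKM in A549 and 4.31 in A549/DDP, and 3.48 in HCC827 and 35.1 in HCC827/GR. The RALGAPB transcript had 0.131 FPKM in HCC827 and 28.5 in HCC827/GR. The ATP2B1 transcript (MSTRG.22854.1, chromosome 12 from 89705736 to 89706372), within a plasma membrane calcium pump gene, fell from 4.02 FPKM in A549 and 4.72 in HCC827 to 0 in both resistant lines, from 36.8 and 52.2 read pairs. Over all 5 transcripts named ATP2B1, the bases per megabase aligned were 0.424 times those of the parent in A549/DDP and 1.07 times in HCC827/GR.

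The HUWE1 transcript (MSTRG.103109.1, chromosome X from 53531935 to 53683525) had 83 exons and covered 97.9% of the span of HUWE1, the gene of a ubiquitin ligase. Its FPKM was 28.3 in A549 and 14.1 in A549/DDP, and 34.8 in HCC827 and 0 in HCC827/GR. Reads of the HUWE1 mRNA were not separated from this transcript here. The same holds for the FBN2 and RPLP0 transcripts, which span their genes, and for those over part of a gene, such as JMJD1C. The FBN2 transcript, with 64 exons, fell from 31.4 to 4.17 and from 37.4 to 0 FPKM. The JMJD1C transcript, with 23 exons over 14.9% of the gene of a histone demethylase family member, fell from 15.5 to 1.79 and from 4.73 to 0 FPKM, and all 52 transcripts named JMJD1C together were at 0.240 times their bases in A549 and 0.516 times those in HCC827. The listed transcript of SNHG3 (ENST00000437681), a host gene of small nucleolar RNAs, fell from 36.3 to 10.8 and from 14.3 to 0 FPKM. Its 3 annotated transcripts together had 43.2 FPKM in A549 and 24.1 in A549/DDP, less than a 2-fold change, while their bases per megabase aligned were at 0.499 times. In HCC827 they had 16.5 FPKM and in HCC827/GR 0.143. The HIST1H4H transcript, named after a histone H4 gene, fell from 70.5 to 0.991 and from 68.8 to 0 FPKM. The most abundant MALAT1 transcript (ENST00000618132) fell from 1878 to 134 FPKM in A549/DDP and from 2103 to 0 in HCC827/GR. Over all 17 transcripts named MALAT1, the bases per megabase aligned were 0.305 times those of the parent in A549/DDP and 1.27 times in HCC827/GR. Of the 14 transcripts, 10 were listed at 0 in HCC827/GR, the library with the fewest transcripts above 0.

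**Figure D2:**
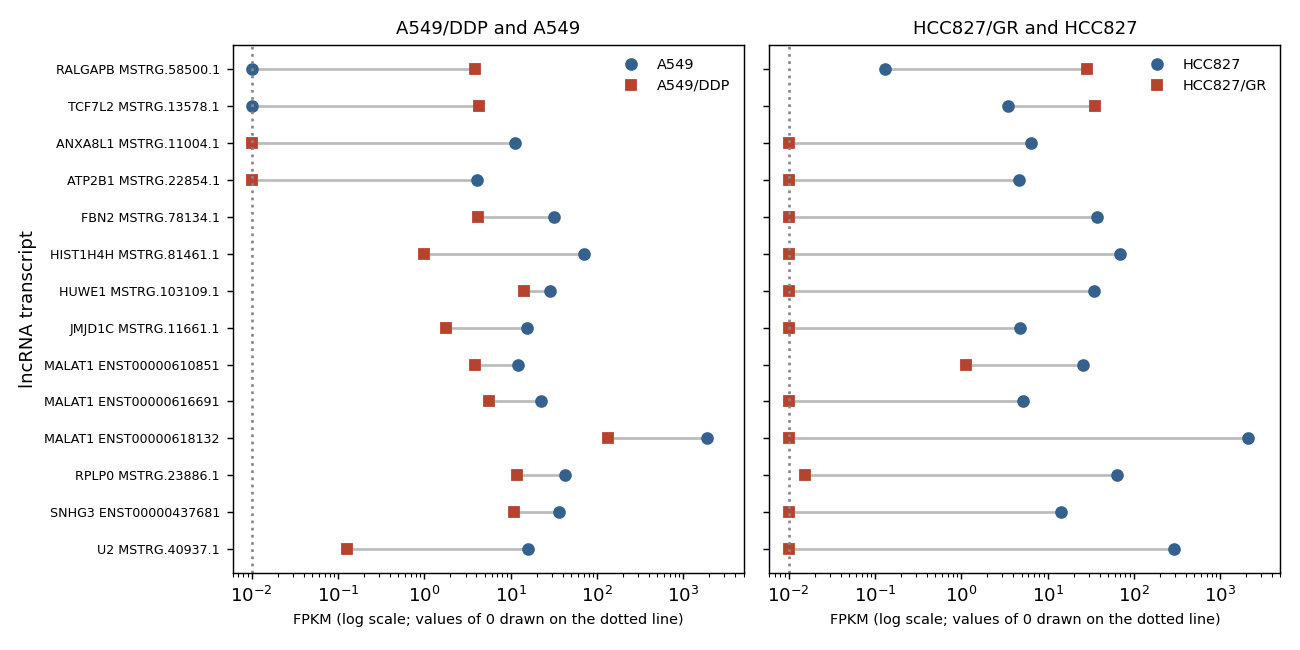
FPKM of the 14 network transcripts on a log axis, with A549 and A549/DDP on the left and HCC827 and HCC827/GR on the right (circles, parent lines, squares, resistant lines, dotted line, 0 FPKM). The squares of TCF7L2 and RALGAPB lie to the right of their circles and those of the other 10 lncRNAs to the left, and 10 squares lie on the dotted line in HCC827/GR.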

And the ceRNA network was constructed in drug-resistant NSCLC cell lines by incorporating 12 lncRNAs (10 up-regulated and two down-regulated), five miRNAs (two up-regulated and three down-regulated), and eight mRNAs (five up-regulated and three down-regulated), according to the ceRNA regulatory mechanism and the change trend of lncRNAs, miRNAs and mRNAs. This was visualized using Cytoscape 3.6.1 (Fig. 6). In the ceRNA network, there were 33 lncRNA-miRNA-mRNA pathways; the result is shown in Table S1.

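Of the 33 pathways of Table S1, 28 start from a lncRNA that was lower in both resistant lines and 5 from a lncRNA that was higher. The 5 pathways of the higher lncRNAs run through miR-363-3p (4 pathways, from TCF7L2 and RALGAPB) and miR-218-5p (1 pathway, from RALGAPB). All 7 lncRNAs of the 14 pathways through miR-222-5p were lower. These are ATP2B1, HUWE1, RPLP0, FBN2, HIST1H4H, SNHG3 and U2. Of these, U2 had 15.8 FPKM in A549 and 0.125 in A549/DDP, and 292 in HCC827 and 0 in HCC827/GR. The 5 lncRNAs of the 10 pathways through miR-7-5p and the 4 lncRNAs of the 4 pathways through miR-489-3p were lower too. They include ANXA8L1, an unannotated single-exon transcript named after an annexin gene, which it does not overlap in RefSeq (GRCh38.p14), and which fell from 11.3 to 0 FPKM in A549/DDP and from 6.41 to 0 in HCC827/GR. Over all 15 transcripts named ANXA8L1, the bases per megabase aligned went from 8.72 to 3.89 in A549/DDP and, in the other direction, from 10.7 to 20.7 in HCC827/GR. The levels of the miRNAs and mRNAs of these pathways were not analysed here.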

### Survival analysis of the potential lncRNAs, miRNAs and mRNAs in the ceRNA regulatory network based on TCGA data

TCGA data for lung adenocarcinoma were employed to identify the prognostic characteristics of the promising lncRNAs, miRNAs, and mRNAs in the ceRNA regulatory network. As a result, four lncRNAs and one mRNA were found to be significantly related to overall survival (*P* < 0.05; Fig. 7). Two lncRNAs, lncRNA ATP2B1 and lncRNA HIST1H4H, were negatively correlated with overall survival. Additionally, two lncRNAs, lncRNA RALGAPB and lncRNA SNHG3, and one mRNA, PNRC1, were positively related to overall survival.

### Correlation analysis of the potential lncRNAs, miRNAs, and mRNAs in the ceRNA regulatory network

To further confirm the possible interaction of lncRNAs, miRNAs, and mRNAs in the constructed ceRNA network, correlation analysis based on TCGA data was conducted between the expression levels of 12 lncRNAs and their paired mRNAs in lung cancer. It was shown that lncRNA ATP2B1 and TAB2, and lncRNA HUWE1 and TAB2 had a direct linear correlation with the correlation coefficient ≥ 0.3 and *P-*value < 0.05 (Fig. 8). Combined with the results in Fig. 5, we propose that lncRNA ATP2B1/miR-222-5p/TAB2 and lncRNA HUWE1/miR-222-5p/TAB2 may be potential ceRNA regulatory networks.

### Knocking down TAB2 enhances the sensitivity of drug-resistant NSCLC cell lines

To further investigate the roles of TAB2 in the sensitivity of drug-resistant NSCLC cell lines, A549/DDP cells were then transfected with siNC or siTAB2. After 48h, the mRNA and protein levels of TAB2 were reduced as shown in Fig. 9A and 9B. Growth inhibition assay indicated that down-regulation of TAB2 significantly reduced the sensitivity of A549/DDP cells (Fig. 9C).

## Discussion

Drug resistance to chemotherapeutic drugs or targeted medicines is an obstacle encountered in NSCLC treatment 21,22. Besides mRNAs, lncRNAs and miRNAs have been reported to play an important part in the drug resistance of cancers 23,24,25. In fact, some lncRNAs and miRNAs have been demonstrated to take part in drug resistance to chemotherapeutic drugs or targeted medicines of NSCLC, including lncRNA TUG1 related to 5-fluorouracil resistance 26, miR-15b related to sunitinib resistance 27.

Most lncRNAs and miRNAs may function as one member of the ceRNA regulatory networks. In fact, several reports have suggested that the ceRNA networks are related to the occurrence and progression of tumors, such as hepatocellular carcinoma 28, prostate cancer 29 and glioblastoma 30. However, there have been few reports regarding the ceRNA regulatory networks and their involvement in drug resistance except for chemo-esistance to osteosarcoma 23 and cisplatin-resistance to epithelial ovarian cancer 31. In our study, we present a comprehensive perspective on the potential function of lncRNAs and mRNAs. Based on RNA-sequencing and bioinformatics analysis, we constructed a ceRNA network that may be related to drug resistance to chemotherapeutic drugs and targeted medicines in NSCLC. The selected lncRNAs, miRNAs, and mRNAs in the networks corresponded with the ceRNA rule. There were 33 lncRNA-miRNA-mRNA pathways in the ceRNA regulatory network, includng 12 lncRNAs, five miRNAs and eight mRNAs. In addition, we conducted survival analysis and correlation analysis of the potential lncRNAs, miRNAs and mRNAs in the ceRNA regulatory network using TCGA data and found that four lncRNAs (lncRNA ATP2B1, lncRNA HIST1H4H, lncRNA RALGAPB, and lncRNA SNHG3) and one mRNA (PNRC1) were significantly related with overall survival. In addition, lncRNA ATP2B1/miR-222-5p/TAB2 and lncRNA HUWE1/miR-222-5p/TAB2 were revealed as potential ceRNA regulatory networks.

There have been a few reports suggesting that miR-222-5p and TAB2 are related to the occurrence and progression of tumors or drug resistance. MiR-222-5p has been reported to be involved in triple-negative breast cancer 32, central lymph node metastases of papillary thyroid cancer 33, ovarian cancer 34, and resistance tamoxifen treatment in breast cancer 35. TAB2 is an activator of MAP3K7/TAK1 and is required for TLR-mediated or IL-1-induced NF-kB activation 36,37. The NF-kB signaling pathway is a key regulator of tumor occurrence and development and can also take part in drug resistance to chemotherapy and targeted therapy 38,39. Additionally, TAB2 has been reported to serve as a new target for tamoxifen resistance in breast cancer 40, and down-regulation of TAB2 may sensitize NSCLC cells to BMS-690514, a new pan-HER/VEGFR inhibitor 41. In our study, we found that down-regulation of TAB2 enhanced the sensitivity of A549/DDP cells and we proposed that TAB2 might play a vital role in drug resistance to chemotherapy and targeted therapy in NSCLC. Until now, there have been no reports regarding TAB2 in NSCLC drug resistance, and further experiments are necessary to evaluate the role and mechanism of TAB2 in NSCLC drug resistance.

The mechanisms behind resistance to chemotherapeutic drugs or targeted medicines may differ greatly, but it is anticipated that some overlapping mechanisms between these two distinct types of drug resistance may exist. For example, ECM, which plays a vital role in biological processes such as cell proliferation, differentiation, and adhesion 42, can also be associated with chemotherapy resistance 43, 44 and may be related to gefitinib resistance via the ECM receptor 45. Interestingly, we found that ECM-receptor interaction was one KEGG pathway in both the up- and down-regulated lncRNAs. This discovery further confirmed our speculation and may deepen our understanding of drug resistance.

To our knowledge, this is the first report to construct and analyse the ceRNA network of lncRNAs, miRNAs and mRNAs in NSCLC drug resistance to chemotherapeutic drugs or targeted medicines. However, there are some limitations to our study. For example, the validation of potential lncRNAs, miRNAs, and mRNAs in drug resistance of NSCLC were not performed, and the mechanism of the ceRNA network was not confirmed by luciferase reporter assay or RNA immunoprecipitation assays.

## Conclusion

In conclusion, we provide here a comprehensive expression profile of lncRNAs, miRNAs, and mRNAs. We also constructed a lncRNA-miRNA-mRNA ceRNA regulatory network for drug resistance to chemotherapeutic drugs or targeted medicines in NSCLC. In addition, we found that lncRNA ATP2B1/miR-222-5p/TAB2 and lncRNA HUWE1/miR-222-5p/TAB2 are potential ceRNA regulatory networks in NSCLC drug resistance according to TCGA data and bioinformatics analysis. These results revealed that the lncRNA-miRNA-mRNA ceRNA regulatory network might play a vital role in drug resistance to NSCLC and might be a promising therapeutic strategy for further study. These results will deepen our comprehension of the ceRNA mechanisms involved in drug resistance to NSCLC.

## Supplementary Material

Supplementary table.

## Figures and Tables

**Figure 1:**
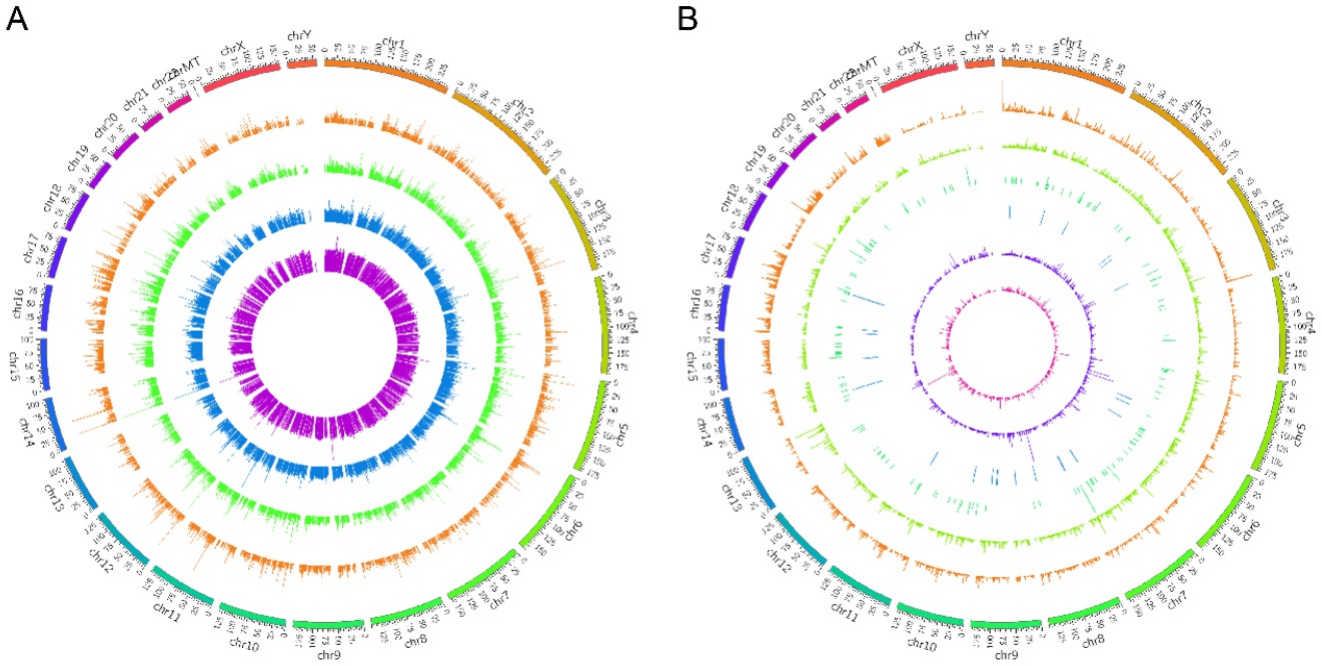
The density distribution of all the lncRNA transcripts on different chromosomes. The global lncRNA abundances on different chromosomes were visualized based on sample expression (**A**) and class code expression (**B**) by mapping all lncRNA transcripts to reference genome.

**Figure 2:**
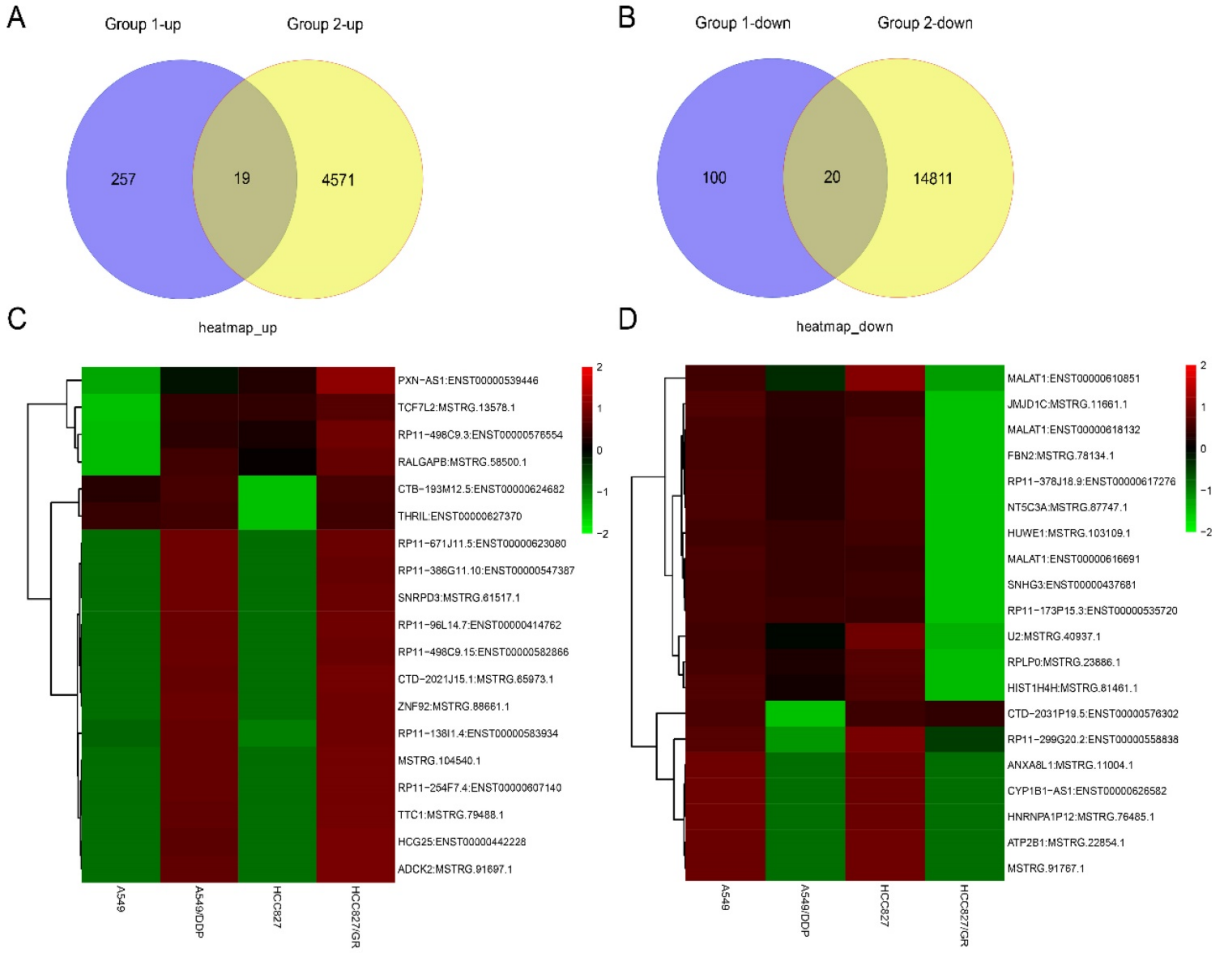
The expression profiles of the same change trends of lncRNAs in drug-resistant NSCLC cell lines. Venn analysis displayed the numbers of the up-regulated lncRNAs (**A**) and the down-regulated lncRNAs (**B**) between group 1(A549/DDP vs A549) and group 2 (HCC827/GR vs HCC827) with the criteria of fold change ≥ 2 or ≤ 0.5 and *P* ≤ 0.05. Heat map showed the expression and hierarchical clustering of the up-regulated lncRNAs (**C**) and the down-regulated lncRNAs (**D**).

**Figure 3:**
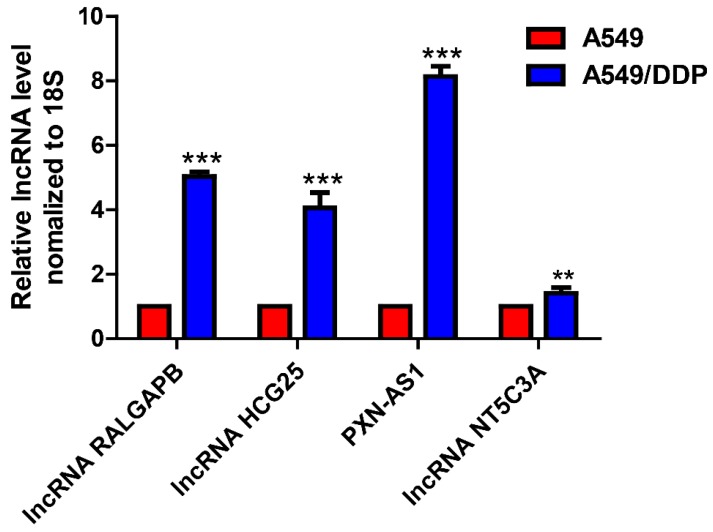
Validation of lncRNA expression in drug-resistant NSCLC cell lines by qRT-PCR.

**Figure 4:**
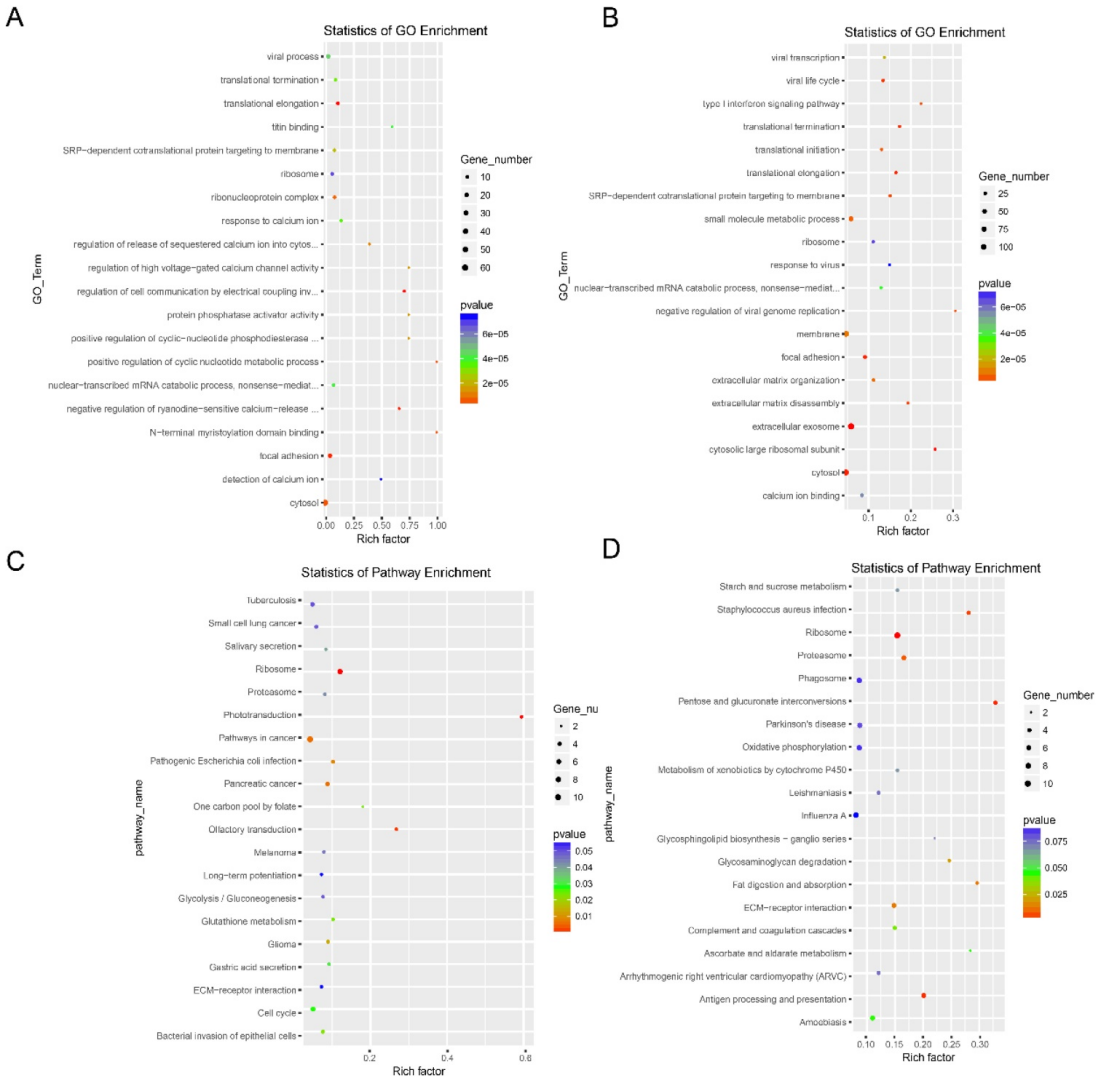
GO enrichment and KEGG pathway analysis of the dysregulated lncRNAs in drug-resistant NSCLC cell lines. GO enrichment analysis of the target genes corresponding to the up-regulated lncRNAs (**A**) and the down-regulated lncRNAs (**B**).KEGG pathway analysis of the target genes corresponding to the up-regulated lncRNAs (**C**) and the down-regulated lncRNAs (**D**).

**Figure 5:**
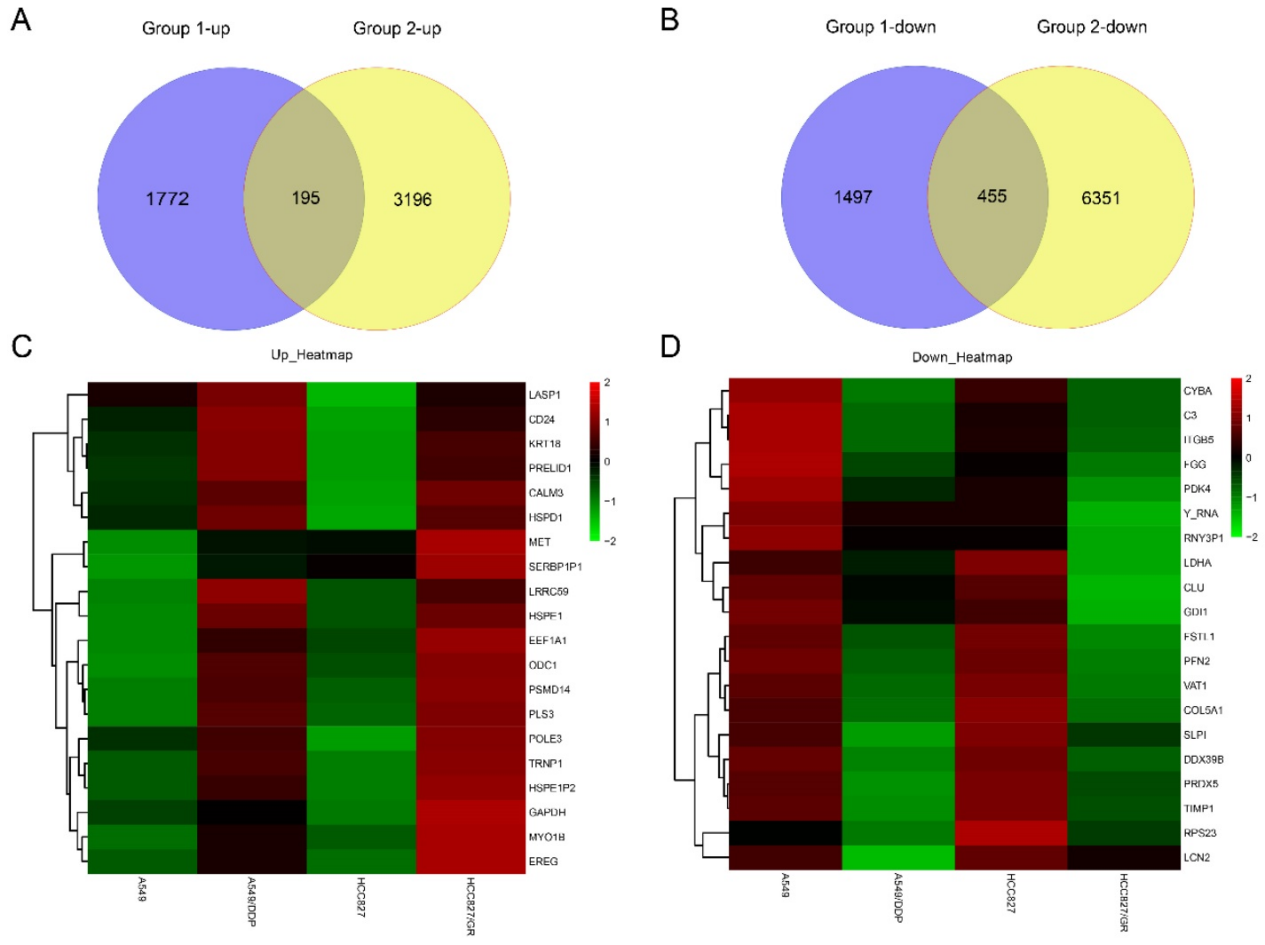
The expression profiles of the same change trends of mRNAs in drug-resistant NSCLC cell lines. Venn analysis displayed the numbers of the up-regulated mRNAs (**A**) and the down-regulated mRNAs (**B**) between group 1(A549/DDP vs A549) and group 2 (HCC827/GR vs HCC827) with the criteria of fold change ≥ 2 or ≤0.5 and P < 0.05. Heat map showed the expression and hierarchical clustering of the first 20 up-regulated mRNAs (**C**) and the first 20 down-regulated mRNAs (**D**).

**Figure 6:**
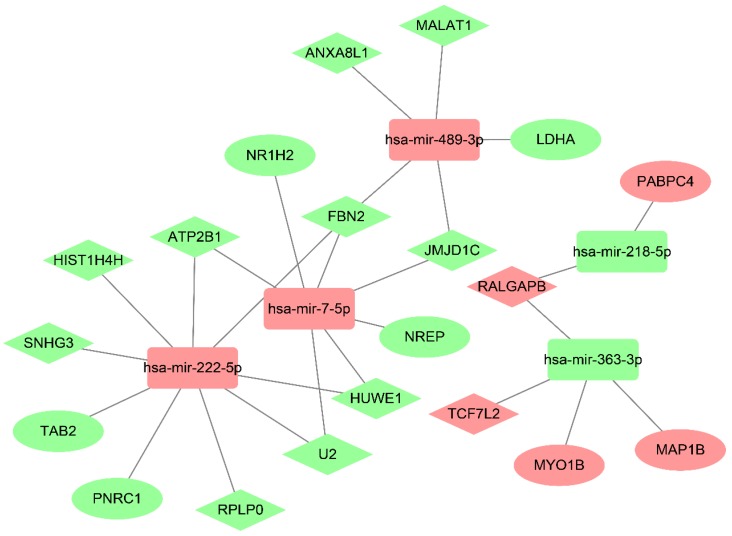
The lncRNA-miRNA‑mRNA ceRNA network analysis in drug-resistant NSCLC cell lines. The lncRNA-miRNA‑mRNA ceRNA network analysis was constructed by Cytoscape. Green and watermelon red represented up-regulated and down-regulated lncRNAs, miRNAs or mRNAs, respectively. Diamond, square and oval represented lncRNAs, miRNAs and mRNAs, respectively.

**Figure 7:**
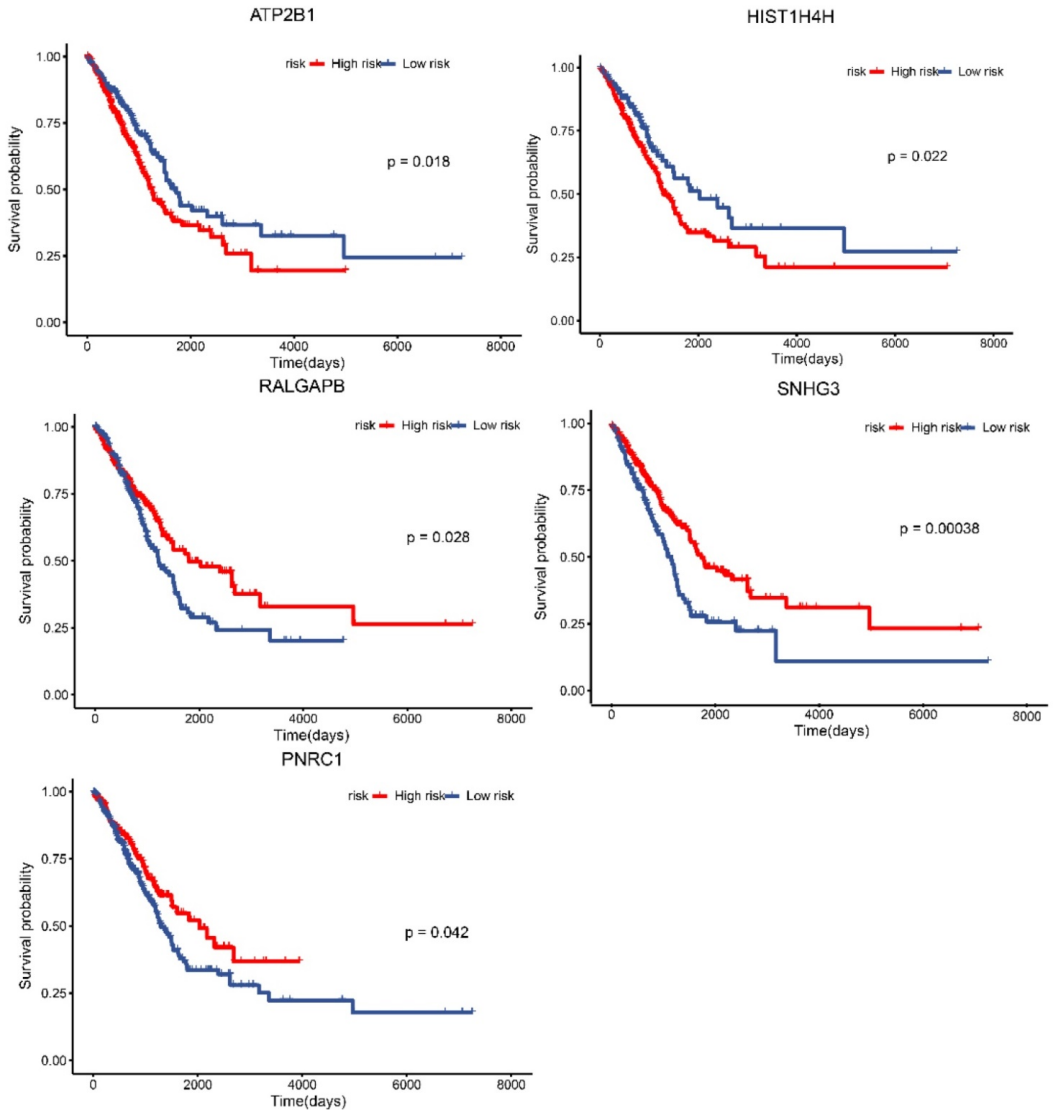
Survival analysis of lncRNAs, miRNAs and mRNAs in the ceRNA network based on TCGA database. Data from TCGA database for lung adenocarcinoma was employed to identify the prognostic characteristics of the promising lncRNAs, miRNAs and mRNAs in the ceRNA network. The results showed the survival analysis of the potential lncRNAs, miRNAs and mRNAs with *P* < 0.05.

**Figure 8:**
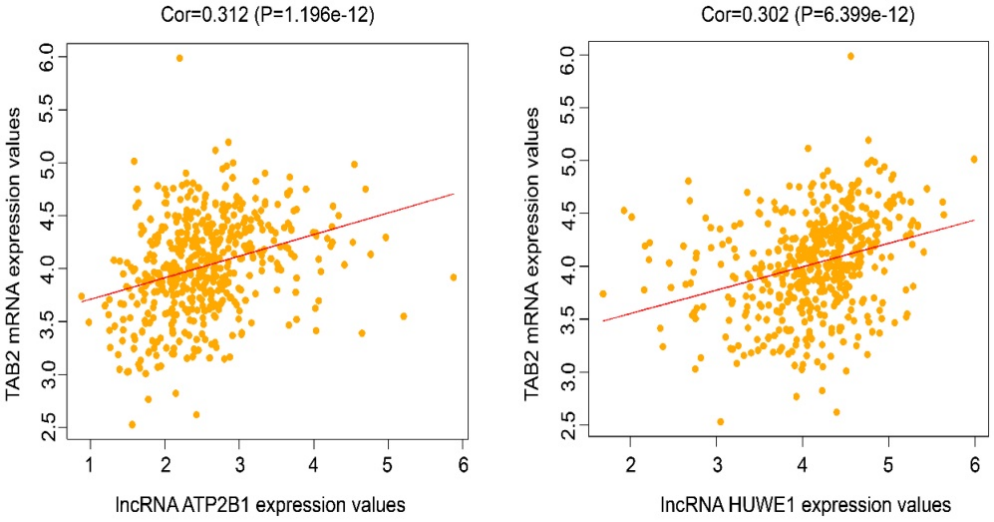
Correlation analysis of the potential lncRNAs and mRNAs in the ceRNA network. Correlation analysis between the expression levels of lncRNAs and their paired mRNAs in lung cancer based on TCGA database was employed. The results showed the correlation analysis of the potential lncRNAs and mRNAs with the correlation coefficient ≥ 0.3 and *P-*value < 0.05.

**Figure 9:**
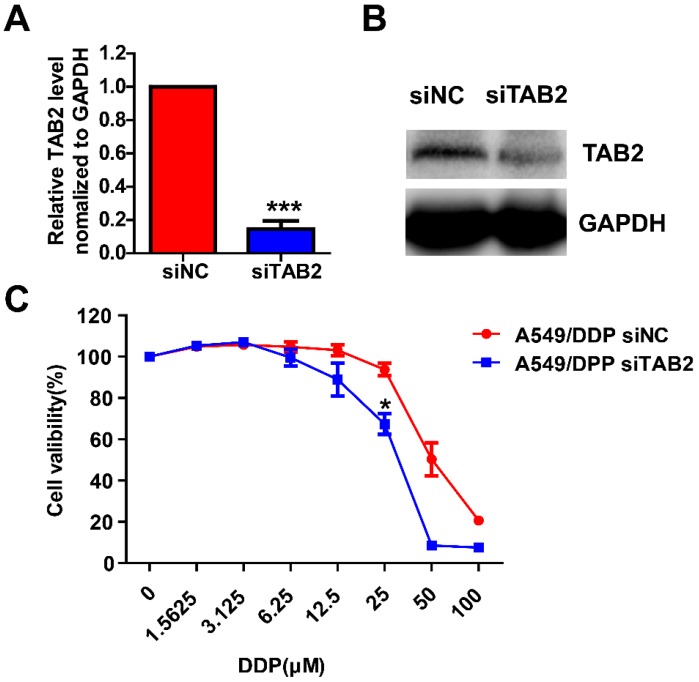
Knocking down TAB2 reduces the sensitivity of drug-resistant NSCLC cell lines. The mRNA and protein levels of TAB2 were detected by qRT-PCR (**A**) and western blot (**B**) after 48h of transfection with siNC or siTAB2 in A549/DDP cells. A549 / DDP cells transfected with siNC or siTAB2 were treated with DDP at different concentrations. The cell growth rate was assessed by MTT, and the OD_570nm_ of A549/DDP cells transfected with siNC but not treated by DDP was taken as 1 (**C**). *P<0.05, ***P<0.001.

**Table 1:** The primers for qRT-PCR

Name	Sequence (5'-3')
lncRNA RALGAPB (F)	TGAAGCCATTGTTGGTTGGC
lncRNA RALGAPB (R)	AGGGTCTTAAGGGTCTTTACCA
lncRNA HCG25 (F)	CAGGAAAGGAGGGTGACAGAC
lncRNA HCG25 (R)	GCTTTGGTAGTTCCTGCCTTCA
PXN-AS1 (F)	TGGCGAGCTCAGCAAACTAA
PXN-AS1 (R)	TTTGCGTGCTTCCTCTTTGC
lncRNA NT5C3A (F)	AAGGAGGCTTCACTGGGACT
lncRNA NT5C3A (R)	GGTCAACGTAGGCACCTCTAA
TAB2 (F)	CTCCTGGTGGTACAACTCGAC
TAB2 (R)	TGATTTGGCTGTTGAGATGAGG
18S (F)	GTAACCCGTTGAACCCCATT
18S (R)	CCATCCAATCGGTAGTAGCG
GAPDH (F)	TGTTGCCATCAATGACCCCTT
GAPDH (R)	CTCCACGACGTACTCAGCG

## Abbreviations

ceRNA: competing endogenous RNA
GEO: gene expression omnibus
GO: gene ontology
KEGG: kyoto encyclopedia of genes and genomics
lncRNA: long non-coding RNAs
miRNA: microRNA
MRE: miRNA-response element
NCBI: national center for biotechnology information
NSCLC: non-small cell lung cancer
qRT-PCR: quantitative real-time PCR
TCGA: the cancer genome atlas

How the deposited data were processed for this re-analysis (not part of the article)

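Ribosomal RNA-depleted RNA of A549, A549/DDP, HCC827 and HCC827/GR was sequenced as 1 library per condition, 4 libraries in all. According to the paper, the authors trimmed the reads with Cutadapt, checked them with FastQC, aligned them to the human genome with Bowtie 2 and TopHat2, assembled each library with StringTie, merged the assemblies and estimated the expression of each transcript with StringTie and Ballgown. The submitters' processing notes also name TopHat. The versions and the genome build are not given in the sources used here. The deposited lncRNA table gives for each transcript the authors' StringTie FPKM and StringTie mean coverage in each library, its class code, position, number of exons and length, and for unannotated transcripts the authors' Coding Potential Calculator and Coding-Non-Coding Index scores. The deposited circRNA table gives the authors' estimated counts and FPKM of 3840 circRNAs in the same libraries, and the tool behind these counts is not given in the sources used here. No row of an mRNA was found in the lncRNA table, so the mRNA results of the paper, its miRNA results, the TCGA data and the TAB2 knockdown were not analysed here.

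Within each library, coverage times a constant equalled FPKM. The constant gives the aligned bases behind the FPKM, and coverage times length gives the bases on each transcript. The commonest number of bases on a single-exon transcript was 302, taken as 1 read pair of 151 bases per read. Ratios of circRNA counts were computed after scaling to the total circRNA counts of each library, with exact conditional Poisson intervals at 95% that cover counting error only. For ranks and medians, a floor of 3 counts was added in each library, and no fold is given against 0.

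For each pair, lncRNA transcripts at 0.1 FPKM or more in at least 1 library were compared by the ratio of FPKM with a pseudocount of 0.1 FPKM, and called at 2 or more or at 0.5 or less, the fold thresholds of the paper. With 1 library per condition, no test of a difference was run. The overlap of the lists of both pairs was set beside the overlap of independent lists of the same sizes. Values per gene are sums over the annotated transcripts of a symbol, compared with a pseudocount of 1 FPKM. Genes near the lncRNAs were taken from RefSeq on GRCh38.p14, used only for names and neighbours. They were set beside random sets of as many transcripts of the table, not matched on annotation or span. The median log2 fold change of a gene list was ranked among 10000 random lists of the same size matched on mean expression in 20 bins, with a pseudocount of 0.1 FPKM for lists of lncRNAs. The lists reported are nuclear lncRNAs and snoRNA host genes, small structured RNAs, ribosomal proteins, the proteasome, ECM ligands and receptors, and, on host genes of circRNAs, cell cycle, DNA repair, drug transport, NRF2 targets, oxidative phosphorylation and receptor tyrosine kinases with their ligands. Other lists had too few members in either table.

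The sample groups, the thresholds, the gene lists, the alternatives and the rule for named genes were fixed before the data were examined. The rule names every lncRNA of the paper, the 10 genes with the largest rise and the 10 with the largest fall in each pair, the 10 in each direction with the largest shared change, members of the gene lists, and the circRNAs with the largest changes and the highest counts. The values that the paper's figures show had been seen. The rule was written for mRNA genes and was applied to annotated lncRNA genes after the lack of mRNA values was seen. MIR222HG, UCA1, H19, SNHG16 and CDKN2B-AS1 were chosen after their values were seen. The reading of gene lists on circRNA host genes was also chosen after the data were seen.

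The alternatives were pseudocounts of 1 and 0.01 FPKM, no filter, a filter of 1 FPKM for transcripts and of 5 FPKM for list members, rescaling to TPM, a threshold of 4-fold, windows of 10 and 500 kbp, no minimum and a minimum of 20 counts for circRNAs, and rescaling of circRNAs to their median ratio. Added after seeing the data were rescaling to the median ratio of annotated lncRNAs, transcripts above 0 in both libraries of a pair, annotated transcripts alone, and the plain ratio with no pseudocount or filter. The calls were tested on simulated data that started from the read pairs of the parent libraries, drawn independently of one another. Of 100 transcripts raised 4-fold, drawn from those with 20 read pairs or more, 100 were called in each pair, and of 100 such transcripts lowered to 0.25-fold, 96 were called in the A549 pair and 98 in the HCC827 pair. Recovery under 20 read pairs, where most transcripts lie, was not simulated. Python 3.11.15 was used with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.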

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

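The comparisons of aligned bases, of circRNAs at 0 and of the transcripts of MALAT1 and of the other lower lncRNAs, with the division of the latter into groups, were chosen after the results they bear on were seen, and the other tests were set before.

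Against the parent line, the number of lncRNA transcripts above 0 changed by 7.06% in A549/DDP and by -73.3% in HCC827/GR. For annotated transcripts alone, the number fell in both pairs, by -19.4% and -67.1%. The difference between the pairs was not tested, since each condition had 1 library. Lower depth is argued against by the aligned bases of HCC827/GR, 1.02 times those of A549, and a fault of the lncRNA quantification alone by the circRNAs, whose share at 0 in HCC827/GR was 9.26 times the highest share of the other libraries. Annotated transcripts were binned by their mean FPKM in the A549 pair. In 9 bins (9089 transcripts) the share above 0 in HCC827/GR was under 0.5 times that in HCC827. Their summed FPKM in HCC827/GR was 0.968 times that in HCC827 (95% bootstrap interval over transcripts, not libraries, 0.860 to 1.08). This argues against a fall of their summed expression as the cause. It cannot exclude that most transcripts were lower and a few higher, since only 6.34% to 26.0% per bin were above 0 in HCC827/GR. A candidate explanation that these values leave open is a library of few distinct fragments, each copied many times, which would keep the sum and lose detections. The share of duplicated reads was not analysed here.

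Of the unannotated transcripts, 65.0% were above 0 in 1 library only, most of them short and with a single exon. Their length did not grow with depth: the median was 229 nt for 2521 transcripts above 0 only in HCC827/GR with 50 read pairs or more, and 243 nt for 4286 above 0 only in A549 with 10 read pairs or fewer, a difference of -14 nt (95% bootstrap interval -17 to -12.0). Unspliced RNA of expressed genes was predicted to place more transcripts called intronic in genes with more RNA. The rank correlation across 2131 host genes in A549 between such transcripts per kb and circRNA FPKM was -0.133 (-0.173 to -0.0920), and genes are not independent replicates. The prediction was not met, but circRNA FPKM does not measure unspliced RNA, and the number of transcripts does not measure intronic reads. The correlation thus cannot decide between unspliced RNA and genomic DNA in the libraries, and both stay open. Stacks of copies of 1 fragment may account for the lengths. No biological explanation was tested.

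The MALAT1 transcripts listed in Fig. 2D went from 1543 bases per megabase aligned in HCC827 to 0.658 in HCC827/GR, while the other MALAT1 transcripts of the table went from 715 to 2857. All MALAT1 transcripts together were 1.27 times those of HCC827, which argues against less MALAT1 RNA in HCC827/GR, and the circRNA counts hosted by MALAT1 were 1.88 times higher (95% interval 1.77 to 1.99, counting error only). The rise of the other transcripts was 1.39 times the loss of the listed ones, so assignment of the reads to other MALAT1 transcripts may account for the loss. The study's other lower lncRNAs at 0 in HCC827/GR included 9 genes with further transcripts in the table. Of these, SNHG3, CYP1B1-AS1 and RP11-378J18.9 had a ratio of at most -0.121. That argues against the same explanation for SNHG3 and RP11-378J18.9, whose other transcripts ended at 0.316 and 0 bases per megabase aligned. The explanation stays open for CYP1B1-AS1, whose listed transcript lost 3.06, too little to be seen while its other transcripts fell from 70.3 to 40.9. It stays open for HUWE1, JMJD1C and NT5C3A (at most 0.0824), whose mRNAs are not in the lncRNA table and which hosted circRNA counts at 0.920 (HUWE1) and 1.48 (JMJD1C, 1.30 to 1.68) times those of HCC827, and for ANXA8L1, RP11-173P15.3 and ATP2B1 (at least 1.27), which were grouped by this rise: against 1.44 for all transcripts not listed, the other transcripts of ANXA8L1 and RP11-173P15.3 had higher ratios, 2.64 (2.15 to 3.26) and 1.71, past 1.44 by more than counting error, and those of ATP2B1 did not (1.42, 1.14 to 1.76).

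Annotated lncRNA genes that passed 2-fold in opposite directions in the resistant lines differ between the pairs, and the differences were not tested. Their log2 changes, with a pseudocount of 1 FPKM, were 5.65 in A549/DDP and -6.73 in HCC827/GR for SCARNA2, a guide RNA of Cajal bodies. They were 3.59 and -4.49 for FGD5-AS1, 3.52 and -3.83 for LINC00294, and 1.56 and -4.74 for RP11-498C9.13 in the same order. In the other direction, they were -3.50 and 2.49 for PITPNA-AS1, -1.52 and 2.06 for RP11-839G9.1, and -1.10 and 4.69 for CTD-2354A18.1. FGD5-AS1, LINC00294 and RP11-498C9.13 were listed at 0 in HCC827/GR, where few transcripts were detected. SCARNA2 was listed at 0 in A549 and at 0.159 FPKM on 1 read pair in HCC827/GR, so both of its changes are against a value at or near 0. LINC00294 was also listed at 0 in A549, and RP11-839G9.1 at 0 in HCC827.

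By counts not separated from linear RNA, 139 circRNAs were higher by 2-fold in A549/DDP and 499 in HCC827/GR. The paper does not report on circRNAs. RMRP, which it does not name, was listed at 2375 FPKM in HCC827/GR and at 0 in the other libraries. MIR222HG, the host transcript of miR-222, had 2.51 FPKM in A549 and 7.51 in A549/DDP, and 4.61 in HCC827 and 9.95 in HCC827/GR, and after rescaling to TPM its log2 change in HCC827/GR was 0.35.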

How the results depend on the processing

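Transcripts above 0 in both libraries, annotated transcripts alone and rescaling to the median ratio of annotated lncRNAs were chosen after the results were seen, and the other alternatives were set before. Of 149 counts and medians recomputed under the alternatives, 120 stayed within their limits and 29 moved. No value past the 2-fold threshold changed sign. Of 920 values of single transcripts and genes, 791 stayed and 129 moved.

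With a pseudocount of 1 FPKM, 7405 transcripts were lower in A549/DDP, and 420 were higher and 1039 lower in both lines. With a filter of 1 FPKM these counts were 8535, 517 and 1328. At 4-fold, 607 were higher and 2411 lower in both. These settings call fewer transcripts by construction. Over transcripts above 0 in both libraries of a pair, 3170 were higher and 2693 lower in A549/DDP, 1906 and 594 in HCC827/GR, and 132 and 51 in both. Over annotated transcripts these counts were 1952, 3076, 1003, 4070, 162 and 938. These limits leave fewer transcripts to test. Leaving out the filter is no test of the counts of called transcripts, since with the pseudocount of 0.1 FPKM no call lies under the filter of 0.1 FPKM, and these 6 counts are left out of the 149. For the nuclear lncRNAs and snoRNA host genes, the median log2 change in HCC827/GR was -0.55 without a filter, -1.43 rescaled to TPM, with 1 gene higher, and -0.66 rescaled to the median ratio, and in A549/DDP it was -0.0771 with a filter of 5 FPKM. For the small structured RNAs, the median in A549/DDP changed sign, from -0.25 to 4.33, with a filter of 5 FPKM, and 1 gene was higher in HCC827/GR rescaled to TPM. The cause was not tested. The 3 lists of neighbouring genes had 1 member within 10 kbp and 8 within 500 kbp, as the windows differ in size. Of the 39 listed lncRNAs, 38 passed in both pairs in TPM, where HUWE1 gained and PXN-AS1 lost its call, and all circRNA counts stayed within their limits.

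Alternatives on mRNA genes, on a deposited P value and on single mRNA transcripts were not run, since no mRNA values were analysed, and leaving out a replicate was not possible with 1 library per condition. Depth limits the calls of transcripts with under 20 read pairs in the parent. Of these, 24.4% in the A549 pair and 12.9% in the HCC827 pair passed the fold threshold in simulated libraries with no change and with independent read pairs.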

Differences from the paper's values

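The alternatives named here were set before the data were examined, except where stated. The paper required P ≤ 0.05 from Ballgown besides the fold change, which was not repeated, and counts here rest on the fold change alone. The paper reports 19 lncRNAs higher in both resistant lines, and 968 transcripts were found here. The paper reports 20 lower in both, and 4033 were found. Both still differ under every other pseudocount, filter, scaling and fold threshold, of which a pseudocount of 1 FPKM had the fewest calls, 420 and 1039. Of the limits chosen after the result was seen, transcripts above 0 in both libraries gave 132 and 51, and annotated transcripts 162 and 938, which differ too.

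In A549/DDP, 15909 transcripts were higher, where the paper's value is about 280 in Fig. 2A, read by eye, and 12963 were lower, where the paper's value is about 120 in Fig. 2B, read by eye. Both still differ under every one of these settings. In HCC827/GR, 25755 were lower, where the paper's value is about 15000 in Fig. 2B, read by eye. This value no longer differs by the same measure with a pseudocount of 1 FPKM (21882) or a filter of 1 FPKM (21962), and still differs with a pseudocount of 0.01 FPKM, no filter, TPM or a threshold of 4-fold. The 6042 transcripts higher in HCC827/GR are within 1.5 times the paper's value. The plain ratio with no pseudocount or filter, tried after the result was seen, gave 16898 higher and 14831 lower transcripts in A549/DDP, and 6172 and 26329 in HCC827/GR. The 14831 of A549/DDP matches the total that Fig. 2B prints for group 2, which its legend gives as HCC827/GR. Were the groups exchanged in Fig. 2B, the comparisons of about 120 and about 15000 above would stand the other way round, with 12963 no longer different in A549/DDP and 25755 still different in HCC827/GR. The totals of Fig. 2A had no such match, and an exchange was not tested.

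The paper states that 10 of the network lncRNAs were up-regulated and 2 down-regulated. Here 2 (TCF7L2 and RALGAPB) were higher and 10 were lower in both resistant lines. The count rests on the listed transcripts, and every pseudocount and scaling kept each transcript's direction. Over all transcripts of a gene, MALAT1, ATP2B1 and ANXA8L1 were not lower in HCC827/GR. Their bases per megabase aligned were 1.27, 1.07 and 1.93 times those of HCC827, while the other network lncRNAs kept their direction in both lines. Fig. 2C and 2D place the 12 lncRNAs as found here, whereas the legend of Fig. 6 calls the colour of the 10 up-regulated.

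For the listed transcript of PXN-AS1, the FPKM was 3.83-fold higher in A549/DDP, where the paper's qRT-PCR value is about 8.2 in Fig. 3, read by eye. For the NT5C3A transcript the fold was 0.121, where the paper's qRT-PCR value is about 1.5 in Fig. 3, read by eye. Both still differ with pseudocounts of 1 and 0.01 FPKM and in TPM, and the assays differ. The RALGAPB and HCG25 transcripts were higher in A549/DDP, as in Fig. 3.

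The HUWE1 transcript, which the paper lists as lower in both lines, missed the threshold in A549/DDP with the pseudocount of 0.1 FPKM and passed it with 0.01 FPKM and in TPM. The PXN-AS1 transcript, listed as higher in both lines, missed it in HCC827/GR in TPM and after rescaling to the median ratio. The methods state that transcripts with a Coding Potential Calculator score below -1 and a Coding-Non-Coding Index score below 0 were removed, whereas all 43374 unannotated transcripts of the table have such scores. The methods also state that transcripts under 200 bp were removed, and 50 annotated transcripts of the table were shorter. The paper names proteasome and ECM-receptor interaction among the pathways of the neighbouring genes, and no gene of these lists lay within 100 kbp of the 39 lncRNAs, although the lists used here are not the paper's and 2 ribosomal protein genes lay within that distance.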

Other observations

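The lncRNA genes and circRNAs outside the rule for named genes and the reading of gene lists on circRNA hosts were chosen after the values were seen, and the tests of the circRNA counts were set before.

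The list of nuclear lncRNAs, which includes host genes of snoRNAs, had a median log2 change of -0.46 in A549/DDP, at percentile 4 of random lists, and of -0.0771 with a filter of 5 FPKM. Of 8 measured members, 3 fell by 2-fold over their annotated transcripts, MALAT1, NEAT1 and MEG3, and none rose, and with a pseudocount of 1 FPKM the change of MEG3 was -0.96 and did not pass. The snoRNA host genes GAS5 (73.5 to 105 FPKM), SNHG1 (25.5 to 48.4) and SNHG5 (105 to 136) were higher in A549/DDP by less than 2-fold, and SNHG3 was lower (log2 -0.84). NEAT1, the scaffold of paraspeckles, fell from 10.4 to 1.04 FPKM in A549/DDP and had 11.8 FPKM in HCC827 and 10.2 in HCC827/GR. In HCC827/GR, of 7 measured, SNHG1 (24.8 to 72.8 FPKM) and TUG1 rose, of which SNHG1 did not pass in TPM (log2 0.80), SNHG3 and SNHG5 fell, and so did the annotated transcripts of MALAT1 (2350 to 120 FPKM), although all MALAT1 transcripts together did not, with a median of -0.20 at percentile 13.4. Of 18 small structured RNAs, 3 were measured in A549/DDP, where SCARNA2 was listed at 0 in A549 and at 49.2 FPKM in A549/DDP, and the median of -0.25 was at percentile 27.6. In HCC827/GR 4 were measured, and RNU12, the U12 RNA of the minor spliceosome, rose from 7.42 to 24.8 FPKM but did not pass in TPM (log2 0.99), SCARNA2 fell, and RMRP counts as higher against a listed 0. Cells in general use RMRP, so its 0 in the other 3 libraries is not read as absence, and the median of 1.28 (percentile 80.0) includes it. TERC, the RNA of telomerase, was listed at 0 in A549 and at 13.2 FPKM in A549/DDP, and at 24.9 in HCC827 and 13.5 in HCC827/GR. UCA1 rose from 4.15 to 44.5 FPKM in HCC827/GR and had 0.182 FPKM in A549 and 0 in A549/DDP. SNHG16 rose from 10.9 to 50.2 FPKM in HCC827/GR, and H19 fell from 185 to 50.5. CDKN2B-AS1, in a region that A549 lacks, had 0 bases per megabase aligned in A549, 0.199 in A549/DDP and 12.1 in HCC827/GR, the last being 0.622 times its level in HCC827.

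A test given below argues against back-splice junction reads alone in the circRNA counts, but it rests on lengths derived from these counts. Reads of linear RNA were not separated from the circRNA counts here. By host gene, MET, a receptor tyrosine kinase whose amplification is a known route of resistance to EGFR inhibitors, had 3712 counts in HCC827 and 18322 in HCC827/GR. That was a ratio of 6.52 after scaling to the library totals (95% interval 6.30 to 6.76, counting error only), and the ratio in A549/DDP was 1.02. In HCC827/GR, EGFR and ERBB2 had ratios of 1.92 (1.76 to 2.11) and 2.96, and IGF1R, a further receptor tyrosine kinase, went the other way with 0.360 (0.344 to 0.376). ABCC3, a drug efflux pump, had ratios of 0.228 in A549/DDP and 2.11 in HCC827/GR, and ABCG2, another, had 3.49 in A549/DDP and went from 95 counts to 0 in HCC827/GR, where 14.9% of circRNAs were at 0. Of 9 measured cell cycle hosts in A549/DDP, MCM6 passed 2-fold (2.39), and the median log2 of 0.63 was at percentile 99.9 of random lists. In HCC827/GR that median was -0.04, at percentile 52.3. NRF2 targets had medians of 0.31 (percentile 91.6) in A549/DDP and 0.09 (80.9) in HCC827/GR, with the cystine transporter SLC7A11 at ratios of 2.10 and 0.256. DNA repair, with 6 measured hosts, had medians of 0.30 (87.9) and -1.23 (11.0), with FANCI, POLH and REV3L lower in HCC827/GR. FANCI went from 331 counts to 0 and POLH from 54 to 0 in HCC827/GR, where 14.9% of circRNAs were at 0, and REV3L had a ratio of 0.332. Drug transport had -0.11 (25.2) and -0.07 (56.2), and oxidative phosphorylation 0.11 (57.4) and -0.27 (30.0). Receptors and ligands had 0.03 (55.2) in A549/DDP, where ERBB2 (ratio 0.383) and FGFR2 (0.257) of 5 measured hosts were lower by 2-fold and none was higher.

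Single circRNAs with the largest changes included circRNA3278 of the transcription factor gene LHX8, from 12 counts in A549 to 836 in A549/DDP, a ratio of 62.6 (35.6 to 122). In A549/DDP, circRNA3685 of CPS1, the gene of a urea cycle enzyme, had a ratio of 12.4, and in HCC827/GR one of 0.209. Complement C3 (circRNA921) fell in both lines, with ratios of 0.0574 and 0.0864. VCAN (circRNA1417), the gene of a matrix proteoglycan, rose in HCC827/GR with a ratio of 68.2 (50.3 to 94.8). In A549/DDP, circRNA2058 of LGR6 fell from 54 counts to 0, and in HCC827/GR ciRNA4 of RDX fell from 680 counts to 0. Over all circRNAs, 312 were lower in A549/DDP and 1220 in HCC827/GR, of which 504 were at 0 there. Linear RNA was not separated from any of these counts.

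For genes of the network, circRNA counts, not separated from linear RNA, could be set beside the lncRNA values. The counts hosted by HUWE1 had ratios of 0.823 (0.791 to 0.856) in A549/DDP and 0.920 in HCC827/GR, where the HUWE1 lncRNA transcript was at 0. Those of JMJD1C, whose lncRNA transcript fell, had ratios of 1.33 and 1.48, and those of RALGAPB, whose lncRNA transcript rose, 0.947 and 1.18. The counts hosted by TAB2, the mRNA of the paper's proposed HUWE1 and ATP2B1 pathways, had ratios of 0.701 (0.641 to 0.766) in A549/DDP and 0.977 (0.893 to 1.07) in HCC827/GR, and those of LDHA 0.828 and 1.60. Of the 39 listed lncRNA transcripts, 12 overlap the RefSeq protein-coding gene whose name they carry. Symbols were matched exactly, so a gene under another name in RefSeq would be missed. Of the 12, 4 (TTC1, FBN2, HUWE1 and RPLP0) cover over 95% of the span of the gene. The others cover a part, such as JMJD1C with 23 exons over 14.9%. Values of listed transcripts were not separated from the mRNAs of the genes they overlap here, whatever the share covered.

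Between 33.5% and 40.9% of the circRNA counts per library were not whole numbers, at a tolerance of 0.001. A hypothesis was that reads over exons shared by overlapping circRNAs were divided among them, which may account for it in part. Of 1799 circRNAs that overlap another, 97.1% had a count that was not whole in at least 1 library, against 18.6% of 2041 that do not. The ratio was 5.21 (95% bootstrap interval 4.78 to 5.73), and the 380 of the latter group keep the question open. A further hypothesis was that the counts hold only back-splice junction reads. The longer of 2 circRNAs of a host gene had the higher count in 89.6% (88.3% to 90.8%) of 3295 pairs in A549. Length was taken as count over FPKM, so it contains the count itself. The share argues against the hypothesis only if FPKM is exactly count over length, and exonic lengths were not used.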
